A study of Mus musculus with 12 samples.

How the data were processed

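RNA was measured by sequencing in 12 mammary tumors of MMTV-PyMT mice on the C57BL/6 background. In this strain the mouse mammary tumor virus promoter drives the polyomavirus middle T antigen in the mammary gland, and tumors arise there spontaneously. The labels place the tumors in 4 treatment groups of 3: vehicle, MPLA, IFNg, and MPLA combined with IFNg. MPLA is the usual abbreviation of monophosphoryl lipid A, a detoxified bacterial lipid that activates Toll-like receptor 4, and IFNg is interferon gamma. Per the labels' protocols, tumors were flash frozen, RNA was extracted with Trizol, and libraries were made from 1 ug of total RNA with the TruSeq RNA kit, version 2. Dose, route and time of treatment were not stated. Each sample was assigned to its group and replicate number by its title.

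The deposited data were 1 table of 54752 genes by 12 samples, with genes given as Ensembl mouse identifiers with version numbers. Per the file header, each column was 1 sample, and no column of per-sample values was left unused. The deposited values were a normalized signal: reads per gene divided by 1 size factor per sample, a step the authors made before deposit. The aligner, the counting tool, its strand setting, the genome build, the annotation release and any filter were not stated. In every sample 100% of the deposited values were whole multiples of the sample's smallest value, with a largest deviation from a whole number of 5.5e-06. Reads per gene could therefore be recovered. The size factors read from these steps ranged from 0.733 to 1.18, and they equalled median-of-ratios factors recomputed from the recovered reads in all 12 columns. In the columns of vehicle replicate 2 and MPLA+IFNg replicate 2 the size factors were 1.003 and 1.007. An automatic check of whole reads did not cover these columns, because a step so near 1 resembles rounding. For these columns the recovery rests on the largest deviations from whole numbers, 4.2e-06 in each, and on the recomputed size factors.

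Recovered depth, meaning reads assigned to a listed gene, ranged from 695639 to 847768 per library. Between 13371 and 15856 genes had at least 1 read. Reads assigned to no listed gene are absent from the deposited values, so the sequencing depth is unknown. Shares of a library below are shares of its assigned reads. At this depth a count of 0 allows up to 3 reads, and this floor was used for lower bounds of fold changes. Libraries with 1 to 3 reads were set to the same floor, although counting error allows them more. The floor covers counting error only, since PCR copies of 1 molecule are not independent.

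Gene symbols came from a table of gene identifiers, which matched 54723 of the 54752 genes. Positions, gene types and overlaps came from the GENCODE M21 annotation of the mouse build GRCm38. Of the listed genes, 53861 (98.4%) carried the same identifier version in that annotation. The deposited table names no build, so each coordinate is that of the annotation, and coordinates are printed for genes with the same version only. The annotation was used to place each gene in a strand class, a step chosen after the data had been seen. A gene was called opposite when its exons overlapped at least 50 bases of exons of a protein-coding or mitochondrial gene on the other strand. It was called clear when no gene lay on the other strand of its locus, and the remainder formed a class of its own. These classes held 5071, 37661 and 11991 genes. Because the strand setting of the counting was not stated, values of overlapping genes are uncertain as to which gene they measure, and so are values of near-identical family members such as H2-Q6 and H2-Q7 or the Gbp genes.

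Values were transformed to log2(value + 1). Fold changes are on this scale, which understates changes of low genes. Genes with a mean of at least 10 over the 12 samples were tested, which left 4760 genes. The test was limma's moderated test (version 3.58.1, R 4.3.3) with a mean-variance trend, in 1 group-means model over all 12 samples, two-sided, with Benjamini-Hochberg adjustment within each comparison and an adjusted p of 0.05 as the threshold. The comparisons were each treatment against vehicle, the combination against each single treatment, the interaction of MPLA and IFNg, and a moderated F-test of any difference among the 4 groups. The interaction was the effect of MPLA in the presence of IFNg minus its effect in its absence. A value of 0 means that the log2 effects of the single treatments add up in the combination.

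Gene lists were tested with limma's fry over 16 lists and 6 contrasts, and a list was tested when at least 5 members passed the filter. This left 6 lists and a family of 36 tests, adjusted together. A list score was the mean log2 value of the tested members in a sample. The design, the comparisons, the lists, the rule for named genes and most alternatives were fixed before the data were examined. For each comparison against vehicle the rule named the 3 genes with the largest rise and the 3 with the largest fall among genes past the threshold whose groups did not overlap, and 2 of each for the remaining contrasts. For the interaction no criterion of non-overlap applied, since it involves all 4 groups. A panel of 14 immune genes was named in addition, whatever its values. The result for 1 of them is not reported here. Comparisons that share the vehicle libraries were set against 100 simulations of unchanged groups sharing the same controls.

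Alternatives comprised other pseudocounts, filters, scalings, variance models, groups in the fit, a block for the replicate number, a looser threshold, limma's camera for the lists, and leaving out each library. Those added after seeing the data were edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, size factors computed separately for each strand class, removal of each library's trend with GC content, thinning of every library to the depth of the smallest for the interaction, and a test of the genes lying opposite list members. On the recovered reads edgeR called 352 genes for MPLA+IFNg against vehicle, where limma called 343. These count tests used all 12 columns.

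The procedure was tested on simulated data. Counts were drawn for the 4760 genes, with 200 changed in 1 group. Of the 200, limma recovered 191 (95.5%) at a 4-fold change and 120 (60%) at a 2-fold change, and called 14 and 11 unchanged genes. For the interaction it recovered 166 and 34 of the 200. Of 50 random lists, 1 was called in the 4-fold simulation and 0 in the 2-fold simulation. The simulated libraries held no library-wide difference between the strand classes, so false calls from such a difference were not tested. Principal components were computed from the 500 most variable genes.

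Replicates were compared before averaging. The chi-square per degree of freedom between libraries of 1 group ranged from 1.89 to 5.94 over 12 pairs, above the value near 1 that sampling noise alone gives. That argues against copies of 1 library that differ by sampling alone. It cannot tell separate tumors from repeat libraries of 1 tumor, since these can exceed 1 too. Each library was counted as its own replicate by its title. Shares of the library were compared between groups with a two-sided exact permutation test, whose smallest possible p for 3 against 3 samples is 0.1.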

Results

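The data collected were RNA sequencing profiles of 12 mammary tumors from MMTV-PyMT mice, 3 each from animals given vehicle, MPLA, IFNg, or MPLA together with IFNg. The design asked how the Toll-like receptor 4 agonist and the cytokine, alone and combined, changed gene expression in the tumor. Recovered depth was 784289 to 846302 assigned reads per library in the vehicle group and 809347 to 847768 with MPLA. It was 695639 to 784185 with IFNg and 721668 to 826973 with the combination. Values are normalized read counts, given as mean ± SD over n = 3 tumors unless stated otherwise.

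Most reads were listed under genes that lie opposite another gene. Between 77.2% and 84.6% of each library's signal fell on the 5071 genes whose exons overlap exons of a protein-coding or mitochondrial gene on the other strand. The 37661 genes with no gene opposite received 7.04% on average. Protein-coding genes of the opposite class were listed at a mean of 140, and those of the clear class at a mean of 3.62. The highest protein-coding gene was Gm20721 (ENSMUSG00000090625.1, GRCm38 chromosome 2, 174330319 to 174346712, minus strand), at 19890 ± 2670 (SD over n = 12 samples). Gnas (chromosome 2, 174284320 to 174346744, plus strand), which covers it on the other strand, was listed at 71.7 ± 15. Plet1os, a noncoding gene on chromosome 9 (50488795 to 50507823, minus strand), was listed at 11781 ± 3080, while Plet1 opposite it was listed at 180 ± 49. Tlcd1 (chromosome 11, 78176711 to 78181909, plus strand) was at 5952 ± 967 and Rpl23a (78180932 to 78183584, minus strand), whose exons overlap it, at 88.1 ± 15.6. On the mitochondrial chromosome, mt-Nd6, the minus-strand gene, was at 13916 ± 3700 and mt-Nd5, on the plus strand, at 766 ± 255. None of 20 universally expressed genes was among the 100 highest genes. Their best rank was 257, and their median value was 63.3. Actb was listed at 67.1 ± 20.6 and Gapdh at 26.2 ± 5.37. The genes named in this paragraph were chosen after their values were seen. A pair was formed from each antisense gene and the protein-coding gene it overlapped, and 746 pairs had a summed mean of at least 20. The antisense member was higher in 652 of them (87.4%), with a median ratio of 11.7. For these reasons each gene named below is given with any gene whose exons lie opposite it, and its value cannot be assigned to either strand with certainty.

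The share of reads on genes with no gene opposite differed among the groups. It was 6.28% ± 0.38 in vehicle tumors (n = 3), 7.76% ± 0.446 with MPLA (n = 3), 8.91% ± 1.23 with IFNg (n = 3) and 5.79% ± 0.897 with the combination (n = 3). The libraries of the MPLA and IFNg groups did not overlap those of vehicle or of the combination, and each of these 4 comparisons gave an exact permutation p of 0.1, the smallest that 3 against 3 samples allow (adjusted 0.125 over the family of 5). The combination differed from vehicle by -0.494 percentage points, with an exact permutation p of 0.5. The labels give no library or sequencing batch, so no value within a batch could be computed.

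**Figure D1:**
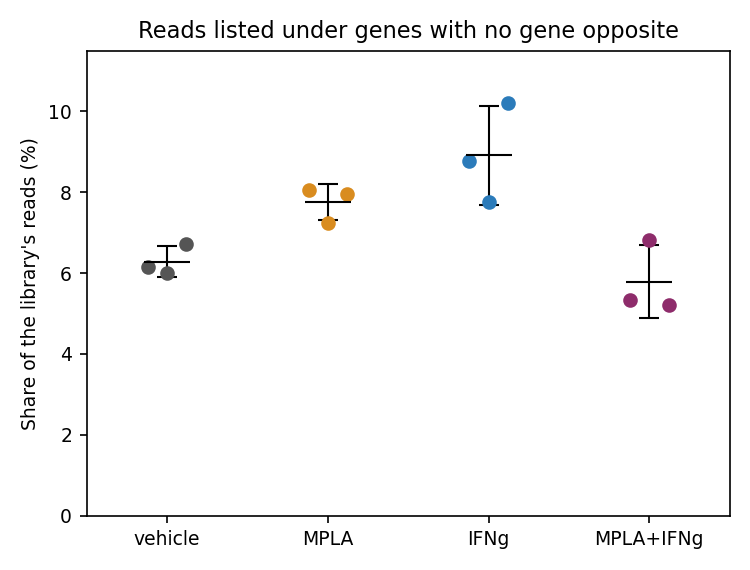
Percent of each library's gene-assigned reads (y axis) listed under genes with no gene on the opposite strand, by treatment group (x axis). Points are the 12 tumors, horizontal lines are group means and bars are ± SD over n = 3; the group means were 6.28, 7.76, 8.91 and 5.79%.

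The first principal component of the 500 most variable genes held 41.1% of the variance, of which 83.1% lay between groups. The combination libraries scored from 13.1 to 23.5 on it and the vehicle libraries from -14.2 to -7.94. The second component held 21.9% of the variance. Vehicle libraries scored from 7.26 to 11.9 on it and IFNg libraries from -10.1 to -6.29, while the 3 combination libraries ranged from -6.55 to 11.7. With the 2000 most variable genes the first component held 30.8%. Over the 12 libraries the share of reads on genes with no gene opposite had a correlation of -0.4 with the first component of the 500 genes and -0.85 with the second, and of -0.71 with the first component of the 2000 genes.

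**Figure D2:**
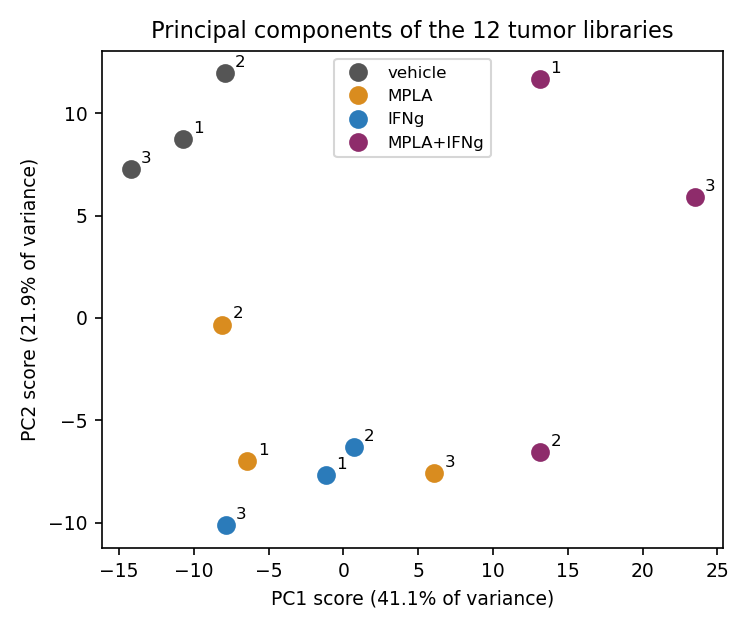
Scores of the 12 tumor libraries on the first (x axis, 41.1% of variance) and second (y axis, 21.9%) principal components of the 500 most variable genes on the log2(value + 1) scale, coloured by group and numbered by replicate. The combination lies at 13.1 or higher on the first component and vehicle at -7.94 or lower.

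The F-test found 748 of 4760 genes that differed among the 4 groups at the adjusted threshold, and 1647 at an unadjusted p under 0.05, where 238 are given by chance. Without the mean-variance trend 264 genes passed, and with array weights 1246 did.

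MPLA+IFNg against vehicle asked what the combined treatment changed. Of 4760 genes, 343 passed the threshold, 240 higher and 103 lower with the combination, and 905 had an unadjusted p under 0.05. The 3 largest rises with separate groups were these. H2-Q6 (ENSMUSG00000073409.12, chromosome 17, 35424850 to 35430055, plus strand) rose from 2.93 ± 2.68 to 56.1 ± 14.9, a log2 fold change of 4.04 (SE 0.5, limma adjusted p 1.87e-05). It has no gene opposite, and H2-Q7 is a close family member with which it can share reads. Cxcl9 (ENSMUSG00000029417.9, chromosome 5, 92321347 to 92328079, minus strand), with no gene opposite, rose from 3.62 ± 3.18 to 52.6 ± 10.7 (log2 fold change 3.94, SE 0.68, limma adjusted p 0.000438). Mb (ENSMUSG00000018893.15, chromosome 15, 77015487 to 77050670, minus strand) rose from 41.9 ± 27.6 to 576 ± 73.5 (log2 fold change 3.92, SE 0.46, limma adjusted p 1.07e-05). Exons of Apol6 (77044729 to 77057106, plus strand) and of the noncoding gene Gm49540 lie opposite Mb.

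The 3 largest falls lay opposite protein-coding genes. AC162182.1 (ENSMUSG00000117592.1, chromosome 17, 29319981 to 29322549, minus strand), whose exons overlap 222 bases of Pi16 exons, fell from 25.4 ± 7.75 to 3.68 ± 0.844 (log2 fold change -2.47, SE 0.54, limma adjusted p 0.00476). Prcd (ENSMUSG00000075410.12), opposite Cygb, fell from 28.3 ± 7.52 to 6.82 ± 5.64 (log2 fold change -2.15, SE 0.44, limma adjusted p 0.00256). Gm9934 (ENSMUSG00000054061.8, chromosome 7, 93052081 to 93081027, minus strand), which overlaps 1137 bases of Fam181b exons, fell from 60.7 ± 9.14 to 14 ± 2.78 (log2 fold change -2.05, SE 0.26, limma adjusted p 2.07e-05). Pi16, Cygb and Fam181b themselves were listed at means of 0.706, 0.765 and 0.977 over the 12 libraries.

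MPLA against vehicle asked what the Toll-like receptor 4 agonist changed alone. At the threshold 41 genes passed, 28 higher and 13 lower, and 830 had an unadjusted p under 0.05. Without the mean-variance trend 0 genes passed, with 777 at an unadjusted p under 0.05. Gbp3 (ENSMUSG00000028268.14, chromosome 3, 142560026 to 142573209, plus strand), of a family with near-identical members, rose from 2.94 ± 2.04 to 22.4 ± 21.4 (log2 fold change 2.34, SE 0.46, limma adjusted p 0.0125). The rise was 1.63 without MPLA replicate 3, and its adjusted p was 0.0534 with the strand classes scaled separately, 0.0714 without the mean-variance trend and 0.0656 with only the 2 groups in the fit. C3 (ENSMUSG00000024164.15, chromosome 17, 57203970 to 57228136, minus strand) rose from 4.45 ± 0.887 to 21 ± 6.94 (log2 fold change 1.97, SE 0.39, limma adjusted p 0.0125). B2m (ENSMUSG00000060802.8, chromosome 2, 122147686 to 122153083, plus strand), which lies inside Patl2 (122120108 to 122186189, minus strand) with no exons opposite, rose from 25.2 ± 7.94 to 98.9 ± 50.6 (log2 fold change 1.85, SE 0.32, limma adjusted p 0.00701). The largest falls were in M5C1000I18Rik, Btd and Ppib. M5C1000I18Rik (ENSMUSG00000055125.7, chromosome 9, 67758712 to 67760230, minus strand), opposite C2cd4b, fell from 44.9 ± 25.6 to 7.28 ± 4.63 (log2 fold change -2.47, SE 0.5, limma adjusted p 0.014). Btd (ENSMUSG00000021900.10, chromosome 14, 31641028 to 31668579, plus strand), opposite Hacl1, fell from 92.4 ± 32.1 to 30.7 ± 3.36 (log2 fold change -1.51, SE 0.24, limma adjusted p 0.00582). Ppib (ENSMUSG00000032383.7, chromosome 9, 66060222 to 66066623, plus strand), opposite Snx22, fell from 458 ± 49.2 to 201 ± 29.3 (log2 fold change -1.19, SE 0.2, limma adjusted p 0.00701).

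IFNg against vehicle asked what the cytokine changed alone. Here 135 genes passed, 71 higher and 64 lower, and 1147 had an unadjusted p under 0.05. The median log2 fold change of all tested genes was -0.164. With size factors computed separately for each strand class 47 genes passed, and with array weights 972 passed. H2-Q6 rose to 33.1 ± 17 (log2 fold change 3.16, SE 0.5, limma adjusted p 0.0014). H2-Q7 (ENSMUSG00000060550.16, chromosome 17, 35439155 to 35443773, plus strand) had at most 3 reads in each vehicle library and 24.9 ± 8.19 with IFNg, so against 3 reads in each of these it was at least 8.65-fold higher (limma adjusted p 0.000107). B2m rose to 181 ± 61.5 (log2 fold change 2.79, SE 0.32, limma adjusted p 3.57e-05). AC162182.1, opposite Pi16, fell to 3.27 ± 2.81 (log2 fold change -2.81, SE 0.54, limma adjusted p 0.00632). Slc13a2os (ENSMUSG00000085747.1, chromosome 11, 78394485 to 78405657, plus strand), opposite Slc13a2, fell from 18.4 ± 5.66 to 5.73 ± 3.9 (log2 fold change -1.69, SE 0.45, limma adjusted p 0.0439). Gm44065 (ENSMUSG00000107502.1, chromosome 6, 97148194 to 97151720, plus strand), opposite Eogt, fell from 22 ± 2.26 to 7.89 ± 5.92 (log2 fold change -1.64, SE 0.45, limma adjusted p 0.0493). The last 2 falls passed the threshold in 7 and 6 of the 12 fits that each left out 1 library. Both lost their calls with the strand classes scaled separately (adjusted p 0.121 and 0.158), with the GC trend removed (0.0577 and 0.0646), with edgeR (0.0634 and 0.0792), without the mean-variance trend (0.0932 and 0.0923) and with the replicate block (0.0567 and 0.0674).

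MPLA+IFNg against MPLA asked what IFNg added to MPLA. At the threshold 283 genes passed, 186 higher and 97 lower, and 1098 had an unadjusted p under 0.05. Without MPLA+IFNg replicate 3 the number was 57. Mb, opposite Apol6 and Gm49540, rose from 117 ± 123 to 576 ± 73.5 (log2 fold change 2.78, SE 0.46, limma adjusted p 0.00137). A530040E14Rik (ENSMUSG00000072109.11, chromosome 1, 85105946 to 85114035, plus strand), opposite C130026I21Rik, rose from 31.4 ± 31.5 to 164 ± 33.2 (log2 fold change 2.77, SE 0.43, limma adjusted p 0.000944). Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050, plus strand) fell from 41.6 ± 10.2 to 11.2 ± 8.1 (log2 fold change -2.08, SE 0.52, limma adjusted p 0.0194). Its call was lost with the strand classes scaled separately (adjusted p 0.066), with quantile normalization (0.0573), without the mean-variance trend (0.0895) and with DESeq2 (0.0761). The fall was -1.38 without MPLA+IFNg replicate 3, and it passed in 10 of the 12 fits that each left out 1 library. Sparc (ENSMUSG00000018593.13, chromosome 11, 55394500 to 55423183, minus strand) fell from 60.8 ± 19.9 to 14.1 ± 5.25 (log2 fold change -2.03, SE 0.31, limma adjusted p 0.000923).

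MPLA+IFNg against IFNg asked what MPLA added to IFNg. Here 968 genes passed, 714 higher and 254 lower, and 1649 had an unadjusted p under 0.05. Without IFNg replicate 3 the number was 194. With the strand classes scaled separately it was 287, of which 241 were calls already made with 1 factor per library. Of the 714 higher genes 631 lay in the opposite class, and of the 254 lower genes 159 lay in the clear class. Gm49482 (ENSMUSG00000116308.1, chromosome 15, 103301065 to 103309077, plus strand), opposite Gpr84, rose from 4.34 ± 0.954 to 86.5 ± 50.6 (log2 fold change 3.88, SE 0.36, limma adjusted p 8.27e-07). Gpr84 itself had at most 1 read in any library. C3 rose from 3.42 ± 0.85 to 31.3 ± 13.2 (log2 fold change 2.79, SE 0.39, limma adjusted p 0.000219). Sparc fell from 64.5 ± 18.4 to 14.1 ± 5.25 (log2 fold change -2.13, SE 0.31, limma adjusted p 0.00024). Tnc (ENSMUSG00000028364.15, chromosome 4, 63959785 to 64047015, minus strand) had at most 3 reads in each combination library against 16.3 ± 3.67 with IFNg, so with 3 reads in each of these it was at least 4.73-fold lower (limma adjusted p 0.00155). The noncoding gene 8030451A03Rik lies opposite Tnc.

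The interaction asked whether the combination differed from the sum of the single log2 effects. At the threshold 554 genes passed, 294 above 0 and 260 below, and 1761 had an unadjusted p under 0.05. The median interaction over all tested genes was 0.343, and it was 0.49 in the opposite class and -0.63 in the clear class. Of the calls above 0, 258 lay in the opposite class and 8 in the clear class. Of those below 0, 22 and 174 did. With the classes scaled separately 134 genes passed, of which 8 above 0 and 30 below lay in the opposite class and 36 above and 18 below in the clear class. Galnt6os (ENSMUSG00000090062.2, chromosome 15, 100695773 to 100704896, plus strand), opposite Galnt6, had the largest positive interaction, 2.7 (SE 0.74, limma adjusted p 0.0274). Its values were 14.8 ± 5.41 with vehicle, 5.41 ± 2.35 with MPLA, 6.09 ± 4.73 with IFNg and 14.6 ± 5.98 with both. M5C1000I18Rik followed at 2.52 (SE 0.7, limma adjusted p 0.0288). Arpc2 (ENSMUSG00000006304.14, chromosome 1, 74236084 to 74268209, plus strand) had the most negative interaction, -2.83 (SE 0.55, limma adjusted p 0.00727), with values of 8.79 ± 6.02, 20.8 ± 2.63, 18.2 ± 2.22 and 5.91 ± 1.85 in the same order of groups. Tnc had an interaction of -2.6 (SE 0.55, limma adjusted p 0.00895), and its combination libraries were at or under the floor of 3 reads. Galnt6os and M5C1000I18Rik lost their calls with the classes scaled separately, with adjusted p of 0.112 and 0.121. Both also lost them without the mean-variance trend (adjusted p 0.0651 and 0.0813) and with the GC trend removed (0.0511 and 0.0542). M5C1000I18Rik lost its call with edgeR as well (adjusted p 0.067).

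**Figure D3:**
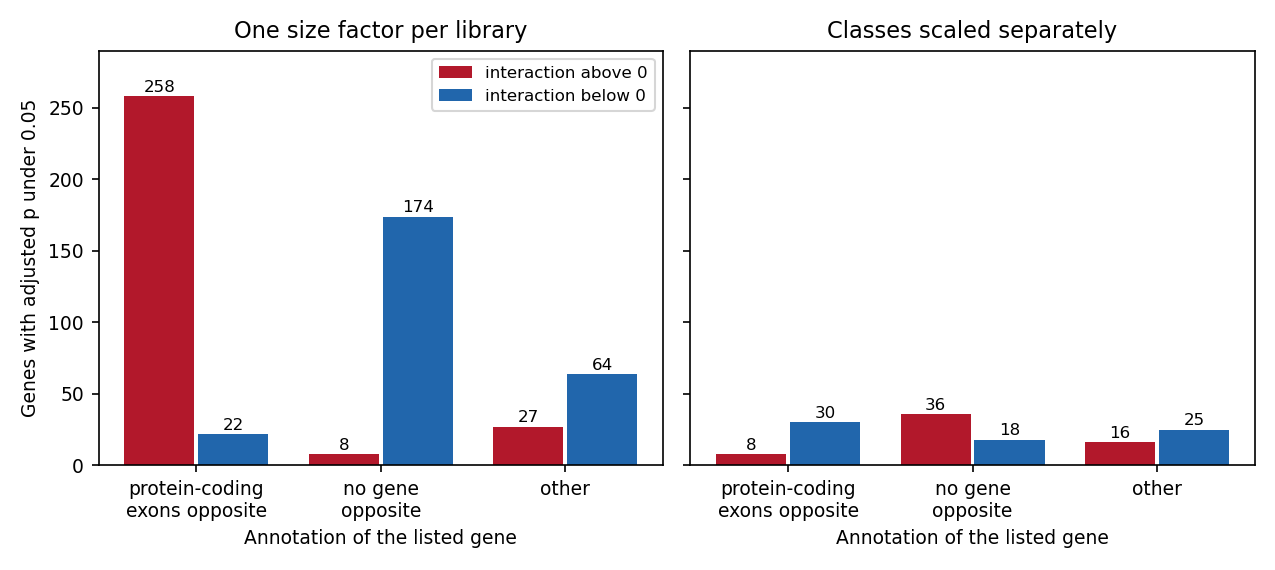
Number of genes with an interaction of MPLA and IFNg at an adjusted p under 0.05 (y axis), by what is annotated opposite the listed gene (x axis), with interactions above 0 in red and below 0 in blue. With 1 size factor per library (left) 258 positive calls lay opposite protein-coding exons and 174 negative calls had no gene opposite; with the classes scaled separately (right) the calls above and below 0 numbered 8 and 30 in the first of these classes and 36 and 18 in the other.

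Effects that shared the vehicle libraries were compared across genes, which are not independent replicates. The Spearman correlation of the MPLA and IFNg effects was 0.695, against a mean of 0.481 in simulations of unchanged groups with the same controls (range 0.444 to 0.514). That of the combination and MPLA was 0.448, against 0.465 simulated. That of the combination and IFNg was 0.293, against 0.463 (range 0.433 to 0.484). With the strand classes scaled separately it was 0.35, and with 1 library left out from 0.142 to 0.392. The simulated groups were unchanged, so they held no difference in the share of reads on genes with no gene opposite. In the data that share was higher with MPLA and IFNg than with vehicle or the combination. Gaps from the simulations therefore do not tell treatment effects from that share. Of the 135 genes called for IFNg, 131 had the same sign with MPLA and 107 (79.3%) the same sign with the combination, where the simulations gave 91.7% and 91.2%. Of the 41 called for MPLA, 40 (97.6%) had the same sign with the combination, where the simulations gave 93.4%.

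Cxcl9 and Ciita were among the panel genes that passed the filter. Cxcl9 was at 3.62 ± 3.18 with vehicle, 14 ± 19.5 with MPLA, 15.8 ± 4.9 with IFNg and 52.6 ± 10.7 with the combination. Its rises with MPLA (log2 fold change 1.22, limma adjusted p 0.355) and IFNg (2.23, limma adjusted p 0.0672) did not pass the threshold, and that with MPLA was 0.12 without MPLA replicate 3. The rise with IFNg was 1.34 without vehicle replicate 3, and it passed in 1 of the 12 fits that each left out 1 library. It passed with no filter on the mean (limma adjusted p 9.93e-05), with array weights (0.00924) and with only the 2 groups in the fit (0.0115). It did not pass under the remaining settings in which it was tested. Ciita (ENSMUSG00000022504.10), which overlaps Dexi on the other strand, rose from 25.1 ± 9.37 to 58.8 ± 2.39 with the combination (log2 fold change 1.26, SE 0.27, limma adjusted p 0.00352), and its log2 fold changes were -0.03 with MPLA and 0.01 with IFNg. Nos2, Il12b, Tnf, Cxcl10, Ifng, Gzmb, Arg1, Mrc1, Cd274, Tlr4 and Ifngr1 failed the filter, with at most 10 reads in any library. Il12b, Cxcl10, Ifng and Gzmb had at most 3 reads in every library, so a difference in these genes was not detectable from these counts. Art3 (chromosome 5, 92331827 to 92414628, plus strand), which overlaps Cxcl10 (92346638 to 92348889, minus strand), was listed at 147 ± 141 (SD over n = 12), and it was chosen after its values were seen.

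The interferon-gamma response list had 22 of its 38 genes past the filter. In MPLA+IFNg against vehicle 21 of the 22 rose, with a median log2 fold change of 2.12 (limma fry adjusted p 0.0126 over 36 tests). Of the 22 members, 19 passed the threshold over all genes and 21 when adjusted over the list alone. With IFNg the median was 1.55, with 21 genes higher (fry adjusted p 0.0315), 9 members past the threshold over all genes and 15 adjusted over the list alone. That test passed in 7 of the 12 fits that each left out 1 library. Its median was 0.86 with no filter on the mean (fry adjusted p 0.075) and 1.43 after quantile normalization (fry adjusted p 0.0508). With MPLA the median was 1.25, with 18 genes higher, and the test did not pass (fry adjusted p 0.0658). There 5 members passed over all genes and 11 adjusted over the list alone. That median was 0.59 without MPLA replicate 3, whose list score of 5.28 lay apart from 3.92 and 3.77 in the other MPLA tumors. The list score was 3.26 ± 0.38 with vehicle, 4.32 ± 0.83 with MPLA, 4.63 ± 0.3 with IFNg and 5.41 ± 0.15 with the combination. The combination exceeded MPLA by a median of 1.06 (22 of 22 higher, fry adjusted p 0.0598) and IFNg by 0.62 (21 higher, fry adjusted p 0.167), and neither passed. The interaction median was -0.29 (fry adjusted p 0.71).

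Genes lying opposite interferon-gamma list members were tested as a separate list after the data had been seen. The 6 such genes were Art3, Dexi, Gm15821, Gm17334, Gm20496 and Gm47079, opposite Cxcl10, Ciita, Tap2, Irf1, Psmb8 with Tap2, and Icam1. All 6 rose with the combination against vehicle, with a median log2 fold change of 2.23 (fry adjusted p 0.00773 over 6 tests). Their medians were 0.55 with MPLA (fry adjusted p 0.248) and 0.21 with IFNg (fry adjusted p 0.541). The combination exceeded MPLA by 1.57 (fry adjusted p 0.0179) and IFNg by 1.64 (fry adjusted p 0.00981), and the interaction was 1.17 (fry adjusted p 0.137).

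The type I interferon response list, with 9 of 30 genes past the filter, rose with the combination (median log2 fold change 1.54, 8 of 9 higher, fry adjusted p 0.0282) and with IFNg (1.47, 8 of 9 higher, fry adjusted p 0.0315). The call with IFNg was lost with the strand classes scaled separately (1.2, fry adjusted p 0.0605) and after quantile normalization (1.32, fry adjusted p 0.0508). When 1 library was left out the 2 calls passed in 8 and 7 of the 12 fits. With MPLA all 9 were higher, with a median of 0.72 (fry adjusted p 0.0658). Over all genes 6, 5 and 0 members passed for the combination, IFNg and MPLA, and 7, 7 and 3 adjusted over the list alone.

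The fibroblast and matrix list, with 8 of 15 genes past the filter, fell with the combination. The median was -1.41 against vehicle (0 of 8 higher, fry adjusted p 0.0315), -1.58 against MPLA (0 of 8, fry adjusted p 0.0282) and -1.59 against IFNg (0 of 8, fry adjusted p 0.0282). Against vehicle 6 members passed over all genes and 8 adjusted over the list alone. The list test against vehicle passed in 6 of the 12 fits that each left out 1 library, and those against MPLA and IFNg in 10 each. After quantile normalization the fall against vehicle was -1.32 (fry adjusted p 0.0508). The list score was 4.99 ± 0.38 with vehicle, 5.15 ± 0.75 with MPLA, 5.22 ± 0.31 with IFNg and 3.57 ± 0.27 with the combination, and all 3 combination tumors, at 3.26 to 3.75, lay below the lowest of the others at 4.28. With MPLA and IFNg alone the medians were 0.16 and 0.18 (fry adjusted p 0.801 and 0.675). Its interaction was -1.73 (0 of 8 above 0, fry adjusted p 0.0391). The luminal epithelial list, with 14 of 16 genes past the filter, had an interaction of -1.17 (2 of 14 above 0, fry adjusted p 0.0318). With the strand classes scaled separately these interactions were -1.24 and -0.84, with adjusted p of 0.091 and 0.0659. The luminal list passed in no comparison of a pair of groups, with medians from -0.57 to 0.63.

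The pan-macrophage list (6 of 15 genes past the filter) had medians from -0.24 to 0.25 over the 5 comparisons, and the proliferation list (6 of 24) from -0.35 to 0.07, and neither passed in any. Among the 9 list calls, 0 passed when limma's camera estimated the correlation between members, with 9 tests at an unadjusted p under 0.05, and camera with a preset correlation called 19 tests, including all 9. The other 10 lists had fewer than 5 members past the filter and were not tested. These members numbered 3 for the TLR4 and NF-kB response, 0 for classically and 3 for alternatively activated macrophages, 1 each for T and NK cells, B cells, neutrophils and adipocytes, 3 for milk proteins, 2 for skeletal muscle and 0 for skin keratinocytes.

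**Figure D4:**
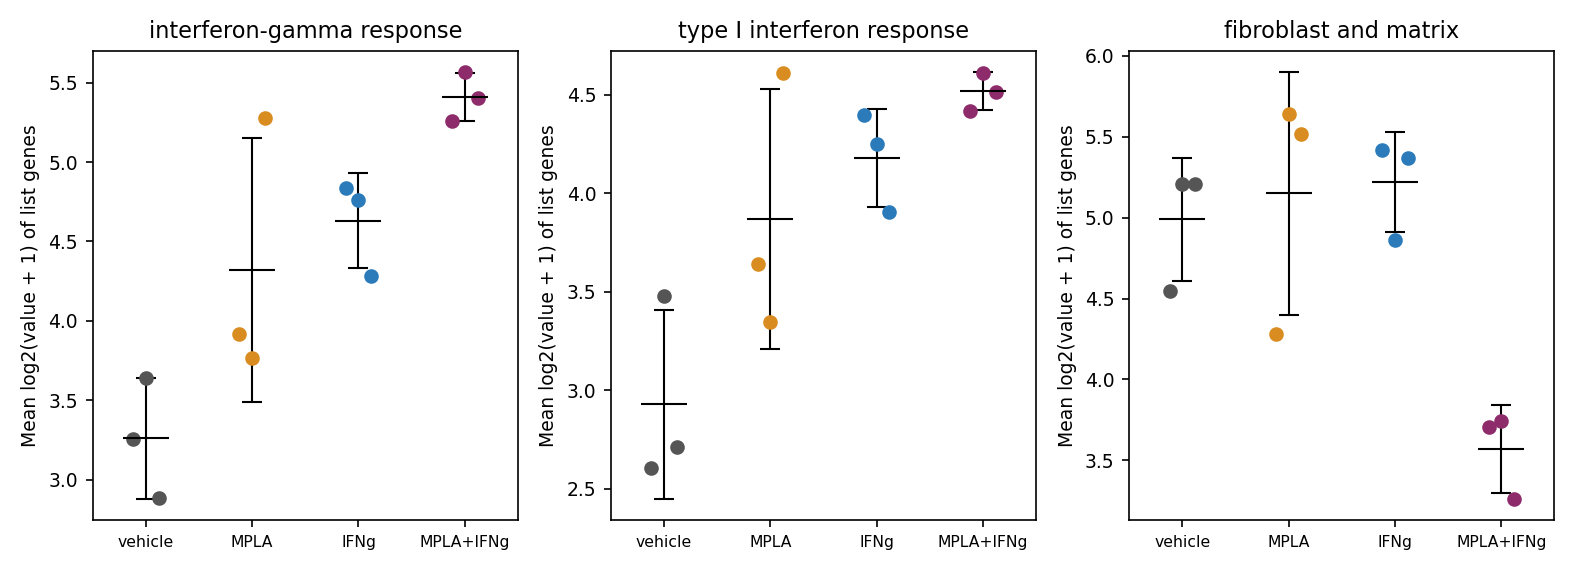
Mean log2(value + 1) of the tested genes of the interferon-gamma response (22 genes), type I interferon response (9) and fibroblast and matrix (8) lists (y axes, each with its own range) in each tumor, by treatment group (x axis). Points are tumors, horizontal lines are means and bars are ± SD over n = 3; the combination group means were 5.41, 4.52 and 3.57 and those of vehicle 3.26, 2.93 and 4.99.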

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

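Every test here except the regroupings was chosen only after the result was seen, namely the strand classes, their separate scaling, the pair ratio, the comparison at equal level, the GC correction and the thinning to equal depth. For the last 4 of these the prediction was written down before the test was run.

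The interaction of MPLA and IFNg drew attention because the effect of MPLA differed between tumors without and with IFNg in 554 genes (limma, 294 above 0 and 260 below). Drawing 100 regroupings of the 12 samples into 4 groups of 3, the real one included, 1 gave as many genes, namely the real one. The next highest gave 56. The regroupings mix the treatments, so they test whether the groups differ at all. Group labels unrelated to the values are argued against in that sense only. The count cannot show that the single effects fail to add up. Nor can it exclude a difference in preparation shared by the libraries of a group.

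The pattern had a direction that followed annotation. Of the calls above 0, 258 lay opposite protein-coding exons and 8 had no gene opposite. Of those below 0, 22 and 174 did. When each class had its own size factors the number fell from 554 to 134. A candidate explanation for most of the calls is a library-wide difference in the share of reads on the other strand. That share was not measured directly. The share on genes with no gene opposite, which a change in expression would also move, was lower in vehicle (6.28%) and combination tumors (5.79%) than in MPLA (7.76%) and IFNg tumors (8.91%). A second measure used 239 pairs of an antisense gene and the protein-coding gene opposite it, in which the level of the transcript cancels where both members report the same one. That condition had weak support here, since the interactions of the pair members had a Spearman correlation of 0.09, with 937 of 10000 shuffles as high. The median log2 ratio of the coding to the antisense member was -2.19 ± 0.21 with vehicle, -1.93 ± 0.21 with MPLA, -1.74 ± 0.13 with IFNg and -2.24 ± 0.24 with the combination (SD, n = 3). Its interaction was -0.76, of the same sign as the gap of -1.12 between the classes, with a two-sided exact permutation p of 0.013 over 924 relabelings, and 179 of the 239 pairs (74.9%) had an interaction below 0. This is consistent with a difference between libraries in how cleanly the strands were kept apart. The labels give no library batch, so whether that difference arose in library preparation or from the treatments was not tested.

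A trend with expression level was present, the median interaction of genes opposite protein-coding exons rising from 0.14 in the lowest of 5 bins to 0.52 in the highest. It is argued against as the whole cause, since in 5 bins of equal mean level the classes still differed by a median of 0.94 and by at least 0.86 on the log2 scale. GC content of the listed gene is argued against as the whole cause, since 398 genes passed with each library's GC trend removed. Of these, 98 lay above 0 and 300 below, against 294 and 260 without the removal. The median interaction was 0.16 against 0.343. For the calls above 0, GC content therefore stays open as part of the cause. Every IFNg library had fewer assigned reads than any vehicle or MPLA library. With each library thinned to the depth of the smallest, 448 genes passed, so a difference in depth is argued against as the whole cause. Recomputing the authors' size factors moved nothing, so that setting tests nothing.

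Of the 554 calls, 98 remained in the same direction with the classes scaled separately, where a threshold of 5% over 554 calls allows 28 false ones. That allowance covers false calls by sampling only. It does not cover calls made by a difference in strand share, so the excess over 28 does not exclude that cause. Of these 98, 41 were neither opposite protein-coding exons nor free of a gene opposite. The scaling moved the calls of that class by a median of 0.02 only. Another 30 pointed against the difference between the classes, with 22 below 0 opposite protein-coding exons and 8 above 0 with no gene opposite. A library-wide difference in strand share would move these 30 the other way, so it is argued against as their cause. For the rest of the 98 it cannot be told apart from other causes. The scaling strengthens calls that point against the difference between the classes. Of the 432 calls that pointed with it 26 remained, where 5% is 21.6. A departure of the combination from the sum of the single treatments, which the design names, stays open as a biological hypothesis for these genes. So does a difference between libraries that 1 factor per class does not capture. By class, the kept calls were 8 above 0 and 22 below opposite protein-coding exons, and 8 and 18 among genes with no gene opposite. The latter kept their lean. All 134 calls with separate scaling, new ones included, leaned the other way in both classes. They were 8 above 0 and 30 below opposite protein-coding exons, and 36 and 18 among genes with no gene opposite. Separate factors may therefore remove more than the difference in strand share. With 1 factor per library, the number of calls was 75 without IFNg replicate 3 and 1171 without MPLA+IFNg replicate 2, so single libraries decide how many genes are called.

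Several named genes showed the interaction on their own. It was -1.66 for B2m, 2.52 for M5C1000I18Rik, 1.92 for Btd, 1.36 for Ppib, 1.99 for Slc13a2os, -2.37 for Spp1, -2.28 for Sparc, 2.5 for Gm49482, -2.6 for Tnc, 2.7 for Galnt6os, -2.83 for Arpc2 and 1.28 for Ciita. With the classes scaled separately, which left 134 genes in all, Btd (1.46, adjusted p 0.0271), Sparc (-1.72, adjusted p 0.0387), Gm49482 (2.08, adjusted p 0.0321), Tnc (-2.58, adjusted p 0.0179) and Arpc2 (-2.3, adjusted p 0.0268) still passed the threshold. The remaining 7 kept their direction. B2m stayed at -1.64 (adjusted p 0.0605), and like Tnc it is in the class that the scaling hardly moves, so the strand share was not tested for either. The other 6 moved toward 0, with adjusted p from 0.0784 to 0.225, and the share of reads on the other strand may account for part of these. The named genes were chosen as extremes of the same data, so they carry no weight beyond the counts.

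Among the lists, the interaction was -1.17 for the luminal epithelial list and -1.73 for the fibroblast and matrix list. With the classes scaled separately they were -0.84 (adjusted p 0.0659) and -1.24 (adjusted p 0.091). With 1 factor per library they passed in 4 and 2 of the 12 fits that each left out 1 library. Part of the luminal interaction could come from the same difference in strand share. The fall of the fibroblast and matrix list with the combination against vehicle is argued against as a product of that share, since its median was -1.4 with the classes scaled separately and the clear class held similar shares in both groups. A loss of matrix-producing cells from the sampled tumor pieces, or lower expression in them, was not told apart by any test here.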

How the results depend on the processing

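Alternatives chosen after seeing the data were the count tests by edgeR and DESeq2, separate scaling of the strand classes, removal of the GC trend, thinning to equal depth, and the list of genes opposite list members. The number of genes past the threshold kept within 1.5 times of the value reported for every comparison with a pseudocount of 0.1 or 5, TMM rescaling, DESeq2 and the removal of the GC trend. Median-of-ratios rescaling moved nothing, because the deposited values already carried those factors.

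Where an alternative moved a count further, the cause was not tested unless stated. Testing all genes with a value above 0 in at least 1 sample gave 111 genes for MPLA against vehicle (41 reported) and 218 for IFNg against vehicle (135 reported), 18 list calls out of 96 tests, and a correlation of 0.61 between the MPLA and IFNg effects. The stricter filter left 1870 genes, and with fewer genes tested 217 passed for MPLA+IFNg against vehicle and 185 for MPLA+IFNg against MPLA. No list had 5 members under it, so no list was tested. Without the mean-variance trend the numbers fell to 220 for MPLA+IFNg against vehicle, 0 for MPLA against vehicle (777 at an unadjusted p under 0.05), 68 for IFNg against vehicle, 84 and 445 for MPLA+IFNg against MPLA and IFNg, 206 for the interaction and 264 for the F-test. Array weights raised them to 119 for MPLA against vehicle, 972 for IFNg against vehicle and 1246 for the F-test, with a weight of 3.19 on IFNg replicate 1. Fitting only the groups compared gave 449 for IFNg against vehicle and 1.6e+02 (127 higher and 36 lower) for MPLA+IFNg against MPLA. At an adjusted p of 0.1 the numbers were 117, 378 and 512 for MPLA against vehicle, IFNg against vehicle and MPLA+IFNg against MPLA, 1330 for the interaction and 1260 for the F-test.

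Quantile normalization and separate scaling of the strand classes lowered the count most, in proportion, for MPLA+IFNg against IFNg and for the interaction. The share of reads on genes with no gene opposite did not alone mark the counts that moved. It differed for MPLA and IFNg against vehicle, but quantile normalization moved these counts only from 41 to 45 and from 135 to 118. For MPLA+IFNg against vehicle it moved the count from 343 to 294. Separate scaling gave 28 for MPLA against vehicle. Quantile normalization gave 151 genes for MPLA+IFNg against MPLA, 297 for MPLA+IFNg against IFNg, 235 for the interaction, 446 for the F-test and 5 list calls. Separate scaling of the strand classes gave 47 for IFNg against vehicle, 1.8e+02 (118 higher and 59 lower) for MPLA+IFNg against MPLA, 287 for MPLA+IFNg against IFNg, 134 for the interaction, 405 for the F-test and a correlation of 0.642 between the MPLA and IFNg effects. The count test of edgeR gave 635 for MPLA+IFNg against IFNg. The median log2 fold change of all genes was -0.164 for IFNg against vehicle, 0.115 and 0.146 for MPLA+IFNg against MPLA and IFNg, and 0.343 for the interaction as reported. It was -0.04, -0.007, -0.001 and 0.064 after quantile normalization. The share of calls that were higher moved with it in part. As reported it was 70%, 68.3% and 52.6% for MPLA+IFNg, MPLA and IFNg against vehicle, 65.7% and 73.8% for MPLA+IFNg against MPLA and IFNg, and 53.1% for the interaction. In the same order it was 59.2%, 80%, 76.3%, 54.3%, 47.1% and 16.2% after quantile normalization. It was 82.7%, 53.2% and 17.3% for IFNg against vehicle, MPLA+IFNg against IFNg and the interaction with edgeR. With separate scaling it was 72.3% for IFNg against vehicle, 66.7% and 65.2% for MPLA+IFNg against MPLA and IFNg, and 45.5% for the interaction. There the medians were 0.006 for MPLA+IFNg against MPLA and 0.022 for the interaction, so the share did not always follow the median. With the GC trend removed it was 81%, 75%, 59.9% and 24.6% for MPLA and IFNg against vehicle, MPLA+IFNg against IFNg and the interaction. DESeq2, with the scaling as reported, gave 55.4% and 40.8% for MPLA and IFNg against vehicle, 81.9% and 86.2% for MPLA+IFNg against MPLA and IFNg, and 72.8% for the interaction. With the scaling unchanged, the share for the interaction was 23.3% without the mean-variance trend, 38.4% with no filter on the mean and 85.9% with the stricter filter. The direction in which most interaction calls point thus changed with the scaling, the filter and the variance model. With every library thinned to equal depth 448 genes passed for the interaction (49.1% above 0).

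With the replicate number as a block, 339, 41, 94, 264 and 899 genes passed for the 5 comparisons, 444 for the interaction and 659 for the F-test. List tests with the block gave 0 calls, with 16 at an unadjusted p under 0.05, as many as without it, and adjusted p from 0.0599 to 0.0655 for the 9 lists called without it. The numbers do not pair the tumors: correlations of same-numbered samples' deviations from their group means ranged from -0.25 to 0.22 over 18 pairs, with 3 above 0.1. The list calls numbered 0 with camera and an estimated correlation and 19 with its preset correlation.

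Leaving out each library in turn gave from 178 to 501 genes for MPLA+IFNg against vehicle (lowest without MPLA+IFNg replicate 3), from 14 to 110 for MPLA against vehicle (lowest without MPLA replicate 3), and from 35 to 241 for IFNg against vehicle (lowest without IFNg replicate 1). For MPLA+IFNg it gave from 57 to 516 against MPLA and from 194 to 1171 against IFNg. The interaction ranged from 75 to 1171, the F-test from 297 to 941 and the list calls from 0 (without MPLA+IFNg replicate 3) to 13. The correlations of effects ranged from 0.295 to 0.528 for the combination and MPLA, from 0.142 to 0.392 for the combination and IFNg, and from 0.614 to 0.748 for MPLA and IFNg. The first principal component held from 34.6% to 44.4% of the variance, and 30.8% with the 2000 most variable genes.

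Of the 523 values of the named genes under other settings, 479 kept their direction and side of the threshold, 31 lost the threshold, 6 gained it and 7 reversed. All reversals were of Ciita, whose fold change was near 0 in both contrasts. For MPLA against vehicle it was 0.02 with quantile normalization, 0 with edgeR, 0.12 with separate scaling and 0.04 with the GC trend removed. For IFNg against vehicle it was -0.01 with TMM, -0.07 with array weights and -0.04 with DESeq2. Leaving out a library gave from -0.29 to 0.23 and from -0.25 to 0.28, and among these fits 31 of 456 values lost the threshold and 2 gained it. Galnt6os and M5C1000I18Rik passed for the interaction in 7 of the 12 such fits each. Of 193 list values under other settings 27 lost the threshold and 5 gained it. The interferon-gamma list rose with the combination against vehicle in all settings in which it was tested, with a median from 1.98 (without vehicle replicate 3) to 2.47 (without vehicle replicate 2) when libraries were left out, and passed in 11 of those 12 fits.

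Counts were low for many genes: 10 of the 16 lists could not be tested, and 4 of the 14 panel genes never exceeded 3 reads. Whether depth or the strand of the count kept them low was not tested.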

Other observations

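The tests on the strand of the reads, on genomic DNA, on pairs of genes, on genes opposite list members and on leukocyte content were chosen only after the result was seen. The splits of the samples were not. Genes named here as examples were chosen after their values were seen.

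Protein-coding genes with a protein-coding gene's exons opposite were listed 38.8 times higher on average than those with no gene opposite, and none of the 20 universally expressed genes was among the 100 highest. A candidate explanation is that reads were counted on the strand opposite to their gene of origin. A count on 1 strand of libraries without strand information is argued against, since it would list both members of a pair alike, and the antisense member was higher by a median factor of 11.7. The kit that the labels name, in its standard form, keeps no strand information, so which protocol was run is a point to check against the reads. Genomic DNA is argued against as the main source of the low signal of genes with no gene opposite. The universally expressed protein-coding genes among them lay a median of 52.3 times above other such genes of equal exonic length. The Spearman correlation of value and exonic length, 0.44 across 13883 genes that are not independent replicates, does not argue either way, since both sources of reads raise it. Recounting the reads with the other strand setting would test the explanation directly, and it was not done here.

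If that explanation holds, the reads listed under a gene such as Gm20496 (2460 ± 1880 over 12 samples), opposite Psmb8 and Tap2, or Art3, opposite Cxcl10, may come from the gene on the other strand, and a small share of reads still reports the listed gene. The second part was tested on 239 pairs of an antisense and a protein-coding gene that both passed the filter. The Spearman correlation of their log2 fold changes for MPLA+IFNg against vehicle was 0.21, and 5 of 10000 shuffles of the pairs gave as much. This is consistent with both members reporting 1 transcript, but weakly so: of 16 antisense members changed at least 2-fold, 10 had a partner with the same sign. For MPLA against vehicle the correlation was 0.21 (6 shuffles as high), yet 1 of 6 changed antisense members had such a partner. For IFNg against vehicle it was 0.2 (8 shuffles), with 3 of 4, and for MPLA+IFNg against MPLA 0.11 (473 shuffles), with 8 of 10. For MPLA+IFNg against IFNg and for the interaction the correlations were 0.1 and 0.09, with 657 and 937 shuffles as high, and 8 of 10 and 15 of 23 changed antisense members had a partner with the same sign.

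The interferon-gamma list rose with the combination by a median of 2.12, and the genes lying opposite its members rose by 2.23, with all 6 higher. A library-wide difference in strand share is argued against, since it would move both sides of a locus in opposite directions. With IFNg alone the list rose by 1.55 and the genes opposite by 0.21, with 5 of 6 higher, and with MPLA alone by 1.25 and 0.55. IFNg tumors also had the highest share of reads on genes with no gene opposite, which could raise the list there. With the strand classes scaled separately the list median for IFNg was 1.38 (adjusted p 0.0405), and the type I interferon list lost its call (1.2, adjusted p 0.0605). A larger number of leukocytes cannot be told apart from a response of resident cells: the pan-macrophage list had a median of 0.16, but over members that went both ways, from -0.84 for Cd163 to 1.1 for Cx3cr1. Of its 15 genes 2 are also in another list and 7 exceeded 3 reads in every vehicle library. Its most abundant tested members were Csf1r (284), which overlaps Hmgxb3 on the other strand, and Cd163 (146).

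For the remaining results the splits of the samples were counted. For the F-test 1 of 100 regroupings, the real one, gave as many genes, and the next highest gave 265. For each of the 5 comparisons of a pair of groups, 1 of the 10 splits of the 6 samples gave as many genes, again the real one. The highest count of any other split was 6 for MPLA+IFNg against MPLA and 0 for the other 4 comparisons. With 10 splits the share cannot be below 0.1, so chance cannot be told apart by this count alone.

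Sparc, Postn, Col1a1 and Col3a1 fell together in the combination tumors, from 54.6 to 14.1, from 52.5 to 15.8, from 63.3 to 23.2 and from 54.8 to 18.3 against vehicle, with adjusted p from 0.000271 to 0.00897. None of these 4 genes has a gene opposite, and genes of that class received 7.04% of the reads on average.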
